A study of Homo sapiens with 6 samples. Its data were reported in "Stress-induced RNA–chromatin interactions promote endothelial dysfunction" (2020).

How the data were processed

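Single-cell 3′ libraries (10x Genomics Chromium) were prepared by the authors from HUVECs, 2 each for control (25 mM mannitol) and for H + T treatment of 3 and of 7 days. The sample records give v2 chemistry and the study names v3, and which of them holds was not settled here. The authors ran Cell Ranger (version 3.0.2, per the file headers) with a transcriptome for hg38 supplied by 10x Genomics. The deposited matrices hold raw counts of UMIs per gene and cell, with no normalization and with the libraries kept apart. The deposited barcode and feature lists hold names only (unit: other), in the order of the matrix columns and lines. Each matrix lists 33538 features, of which 48 symbols occur more than once, so that genes were joined by their identifier. Values were whole numbers with a different total in each library. The gene annotation release inside that transcriptome, the number of reads per UMI and the use of strand in counting are not given in the sources used here. Positions were taken from GENCODE release 44 on GRCh38 by gene identifier.

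As in the study's methods, cells with fewer than 300 genes were removed, together with cells above the 99th percentile of their own library in genes detected or in mitochondrial share. This removed 1222 barcodes and kept 59619 cells. Before this filter, library totals lay between 32593661 and 41045497 UMIs. A gene at 0 in a library or group was set against a floor of 3 counts. Intervals and floors cover counting error alone.

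The study tested cells with a Wilcoxon test. Cells of a library are not independent replicates, so here raw counts were summed per library over the kept cells, and groups were compared between libraries. edgeR 4.0.16 (R 4.3.3) was used with TMM normalization, filterByExpr, 1 coefficient per group and quasi-likelihood tests over the 6 libraries, which leaves 3 residual degrees of freedom. P-values were adjusted by Benjamini-Hochberg and called under 0.05. The contrasts were Day 3 against control, Day 7 against control and Day 7 against Day 3, the last of which tests whether the effect differs between the days. The 2 contrasts against control share their control libraries. To see what such sharing gives, 20 sets of unchanged groups were simulated. In each set all 6 libraries, controls included, were drawn around the overall mean of each gene. The fit was also tested on simulated data with 200 changed genes among 13996. All 200 were recovered on each day with 9 false calls on Day 3, 10 on Day 7 and 0 between the days. Beside the 0 calls of edgeR, 691 genes had an unadjusted p under 0.05, and no other tool was run on the simulated data.

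Gene lists were tested with camera (limma 3.58.1, correlation 0.01) on log2 CPM with a prior count of 2, with fry and an estimated correlation beside it. The lists were TNF response, interferon response, matrix, endothelial identity, mesenchymal, cell cycle and mitochondrial genes. The matrix and mesenchymal lists share COL1A1, COL1A2 and COL3A1. Members that the study had named from these libraries, such as ICAM1, FN1, NOS3 and ACTA2, are not independent evidence. For the effect-size rule each cell was scaled to 10000 UMIs, group means over cells were logged after adding 1, and a natural-log difference of 0.25 was asked of genes found in at least 10% of the cells of either group.

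For shares of cells, each cell was thinned at random to 900 UMIs, the largest multiple of 100 that left at least 90% of the kept cells in every library, and shallower cells were left out. These numbered 952 and 534 in control, 42 and 297 on Day 3, and 317 and 147 on Day 7. A cell with at least 1 UMI was counted as positive. A deeper setting of 2000 UMIs left at least 50% of the cells. This setting and the thinning of all barcodes were each a separate random draw. Co-expression of FN1 and LINC00607 was measured per library as a Mantel-Haenszel odds ratio over 10 strata of UMIs per cell with a 95% interval. Shares were compared by two-sided exact permutation tests, which with 2 libraries against 2 cannot reach 0.05. For neighbours, 4000 cells per library were drawn with a fixed seed, and the 1000 most variable genes, 20 components and 30 neighbours were used. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.

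The tests, samples, lists, markers and most alternatives were chosen before the data were examined. So was the rule for naming genes: those the study's text names, the 5 largest rises and 5 largest falls per contrast among called genes with a mean of at least 20 CPM and no overlap between the libraries of the groups, and members of a list where it is described. The 7 genes ICAM1, CCL2, FN1, NOS3, ACTA2, CDH5 and LINC00607 are given in full. Another gene of the plan and a planned result on co-expression are not reported here. Other genes named were chosen after their values were seen. Alternatives were DESeq2 1.42.0, median-ratio size factors, no filter on low counts, the replicate number as a block, fits with only the groups compared, all barcodes, equal numbers of cells (4358), thinned cells, mitochondrial and ribosomal protein genes left out, a test for over 1.5-fold, each library left out in turn, and other limits for shares, effect sizes and neighbours.

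Doublets were scored with Scrublet through scanpy 1.11.5. Its automatic threshold called 7.30% of cells in control replicate 2 and between 0.0524% and 0.252% in the other libraries, against an expected 3.56% to 12.7% at a rate of 0.8% per 1000 barcodes, so that its calls are not a usable filter. An alternative chosen after seeing the data left out the cells with the highest scores at the expected rate, 155 to 1965 per library. No correction for free RNA was made, since empty droplets were not used here. The chromosome contact and RNA-chromatin contact assays of the study were not analysed here.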

Results

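Single-cell RNA-seq libraries were made from human umbilical vein endothelial cells (HUVECs), which are primary endothelial cells (ECs) grown from the vein of the umbilical cord. Control (Day 0) cells grew in 25 mM mannitol, an osmotic control. The treated cells received 25 mM D-glucose together with 5 ng/mL of the inflammatory cytokine TNFα (H + T) for 3 days (H + T Day 3) or 7 days (H + T Day 7). Each of the 3 groups had 2 libraries. How long the control cells were cultured is not given in the sources used here, and no mannitol culture of 3 or 7 days was part of the series. Day of treatment and time in culture were therefore carried by the same libraries and cannot be told apart.

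After 1222 of the cell barcodes (2.01%) were removed, 59619 cells were kept. Before this filter, total depth was similar and lay between 32593661 and 41045497 unique molecular identifiers (UMIs, which count captured RNA molecules) per library. In library order the totals were 34617807 and 36407588 UMIs for control replicates 1 and 2, 34436388 and 41045497 for Day 3, and 32593661 and 33218377 for Day 7. Depth per cell was not similar, because the number of cells differed. The cells kept numbered 11460 and 15515 in the control libraries, 4358 and 13418 in the Day 3 libraries, and 8097 and 6771 in the Day 7 libraries. The median UMIs per cell were 2802 and 2087 in control, 7110 and 2696 on Day 3, and 3909 and 4716 on Day 7. Mitochondrial genes took a median of 3.49% to 4.62% of the UMIs of a cell. Ribosomal protein genes took a median of 25.3% and 24.7% in control, 23.7% and 25.2% on Day 3, and 14.6% and 15.6% on Day 7. The 50 most abundant genes held 26.8% to 31.0% of the UMIs of a library.

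UMIs were summed over the cells of each library before groups were compared. Across genes, the log2 expression of the replicates of a group correlated with a Pearson r of 0.996 in control, 0.996 on Day 3 and 0.995 on Day 7, although genes are not independent replicates. Over 5301 well-covered genes the chi-square per degree of freedom between replicates was 6.98 in control, 7.74 on Day 3 and 13.9 on Day 7, so that replicates differed by more than sampling noise. The common biological coefficient of variation in edgeR was 6.85%. The study states that its HUVECs came from pooled donors. It adds that they were plated in several dishes, from which cells of like confluence were drawn at random for treatment. Whether the replicates of a group were grown from separate cell pools is not given in the sources used here.

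The first comparison asked which genes 3 days of H + T changed relative to control. Of 14142 genes tested with edgeR over the 6 libraries, 6962 differed at an adjusted p under 0.05, with 3529 higher and 3433 lower on Day 3. An unadjusted p under 0.05 was reached by 7844 genes. The alternative that moved this count most asked for a change of over 1.5-fold and left 2090 genes. DESeq2 called 5324 genes. The second comparison asked the same after 7 days, when 8680 genes differed, 4357 of them higher and 4323 lower. Here DESeq2 called 7021 genes, and 3309 genes passed the test for a change of over 1.5-fold. The third comparison tested whether the effect differed between the time points. Between Day 7 and Day 3, 3973 genes differed, with 2017 higher and 1956 lower on Day 7. That count fell to 2561 when Day 3 replicate 1 was left out, and DESeq2 called 2581 genes. When every cell was thinned to 900 UMIs before summing, the count was 2026.

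A gene called in both treated groups was asked for its direction. In all, 5740 genes changed the same way on both days, 2877 of them higher and 2863 lower, and 154 changed in opposite ways. A further 1068 genes were called on Day 3 and not on Day 7, and 2786 on Day 7 and not on Day 3, although such a split between calls is not itself a test of a difference. The changes on the 2 days correlated with a Pearson r of 0.878 across genes, and 83.0% of genes had the same sign. Both comparisons used the same control libraries. In 20 simulated sets of unchanged groups with simulated controls shared in the same way, the mean r was 0.50 and 66.6% had the same sign. The simulation shows what a shared control gives in general, and not what the real control libraries add. In those sets edgeR gave a mean of 0 shared calls, and 128 genes on average shared a direction at an unadjusted p under 0.05. Of the genes changed the same way on both days, 66.4% had the larger change on Day 7. The median log2 change of the higher genes was 0.71 on Day 3 and 0.85 on Day 7, and that of the lower genes was −0.62 and −0.78.

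The genes that the study discussed as inflammatory, fibrotic and endothelial markers were examined next. Each is given as UMIs per 1000000 (CPM) in 2 libraries per group with the log2 change ± SE and adjusted p from edgeR. For CPM the total of each library was multiplied by its TMM factor. These factors were 0.9517 and 0.9542 in control, 0.9691 and 0.954 on Day 3, and 1.084 and 1.099 on Day 7. ICAM1 (ENSG00000090339, an adhesion molecule gene on chromosome 19 from 10271093 to 10286615 of GRCh38, plus strand) had 6.56 and 6.15 CPM in control, 485 and 422 on Day 3, and 712 in both Day 7 libraries. Its log2 change was 6.16 ± 0.119 on Day 3 (adjusted p 1.24e-13) and 6.81 ± 0.122 on Day 7 (adjusted p 8.01e-14), and the difference between the days was 0.65 ± 0.0907 (adjusted p 9.91e-05). CCL2 (ENSG00000108691, chromosome 17 from 34255274 to 34257208, plus strand), which encodes the chemokine MCP-1, rose from 101 and 114 CPM to 4385 and 4347 on Day 3 and to 4672 and 3943 on Day 7. The changes were 5.34 ± 0.12 (adjusted p 3.25e-13) and 5.32 ± 0.12 (adjusted p 2.48e-13), and the days did not differ (−0.02 ± 0.0993, adjusted p 0.905).

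FN1 (ENSG00000115414, chromosome 2 from 215360440 to 215436073, minus strand) encodes fibronectin and rose from 225 and 210 CPM to 580 and 558 on Day 3 and to 1531 and 1478 on Day 7. Its log2 change was 1.39 ± 0.0864 on Day 3 (adjusted p 9.23e-09), 2.79 ± 0.0905 on Day 7 (adjusted p 7.02e-12) and 1.40 ± 0.0861 between the days (adjusted p 3.84e-08). NOS3 (ENSG00000164867, chromosome 7 from 150991017 to 151014588, plus strand), the gene of eNOS, fell from 32.2 and 31.2 CPM to 4.84 and 5.23 on Day 3 and to 3.78 and 3.32 on Day 7. Its changes were −2.65 ± 0.101 (adjusted p 4.53e-11) and −3.16 ± 0.106 (adjusted p 1.01e-11). The further change from Day 3 to Day 7 was −0.51 ± 0.126 (adjusted p 0.00799). It was not called without Day 3 replicate 2 (−0.45) or in thinned cells (−0.32). ACTA2 (ENSG00000107796, chromosome 10 from 88935074 to 88991339, minus strand), the gene of α-SMA, was near the limit of detection, with 28 and 33 UMIs in the control libraries, 76 and 94 on Day 3, and 109 and 99 on Day 7. It rose by 1.37 ± 0.196 on Day 3 (adjusted p 5.14e-05) and by 1.67 ± 0.189 on Day 7 (adjusted p 3.42e-06), and its difference between the days was not called (0.30 ± 0.154, adjusted p 0.168). CDH5 (ENSG00000179776, chromosome 16 from 66366690 to 66404784, plus strand), the gene of VE-cadherin, had 169 and 143 CPM in control, 217 and 203 on Day 3, and 170 and 181 on Day 7. Its Day 3 change was 0.43 ± 0.0958 (adjusted p 0.00203), which was not called without control replicate 2 (0.32), and its Day 7 change was 0.17 ± 0.0958 (adjusted p 0.144). Its difference of −0.26 ± 0.0956 between the days was not called (adjusted p 0.0562), and was called without Day 7 replicate 2 (−0.31) and with no filter on low counts (−0.27). LINC00607 (ENSG00000235770, a long noncoding RNA gene on chromosome 2 from 215611563 to 215848954, minus strand) had 11.5 and 11.8 CPM in control, 17.1 and 16.5 on Day 3, and 54.8 and 55.3 on Day 7. It rose by 0.52 ± 0.0901 on Day 3 (adjusted p 0.000275) and by 2.24 ± 0.0868 on Day 7 (adjusted p 3.81e-11), with a difference of 1.72 ± 0.0834 between the days (adjusted p 3.3e-09).

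**Figure D1:**
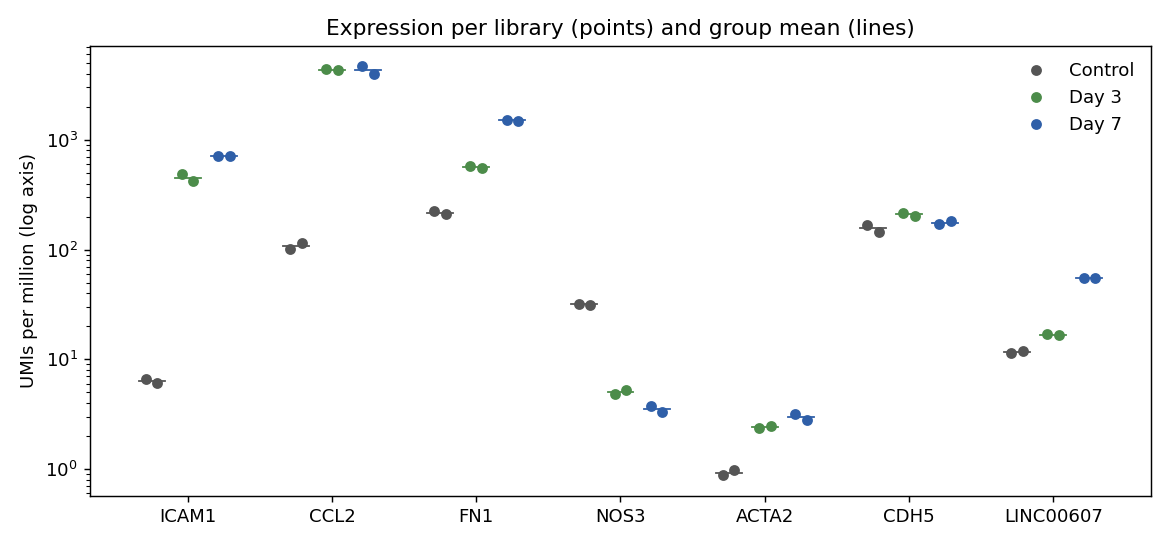
UMIs per 1000000 after TMM scaling (log axis) of 7 named genes in each of the 6 libraries. Control is in grey, Day 3 in green and Day 7 in blue, with a line at the mean of the 2 libraries of a group. ICAM1 stands at 6.56 and 6.15 in the control libraries and at 712 in both Day 7 libraries, while NOS3 falls from 32.2 and 31.2 to 3.78 and 3.32.

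Of 27 genes that the study's text names, edgeR called 23 on Day 3 (18 higher, 5 lower), 25 on Day 7 (21 higher, 4 lower) and 16 between the days (13 higher, 3 lower on Day 7). The counts adjusted over the list alone were 23, 25 and 19. The study named some of these genes from these libraries and others, such as FNDC3B, PVT1, EXT1 and PDE4D, from an RNA-chromatin contact assay, so that the counts over the list are not wholly independent evidence. Among the collagen genes, COL4A1 rose by a log2 of 0.77 on Day 3 and 0.98 on Day 7, COL4A2 by 1.08 on both days, COL5A1 by 0.67 and 1.56, and COL5A2 by 0.42 and 1.85. COL8A1 changed by −1.71 on Day 3 and 2.32 on Day 7. TGFB2 rose by 1.95 and 5.10, while TGFB1 fell on both days (−0.50 and −0.91). SMAD3 rose by 1.26 and 0.84. CTGF did not change on Day 3 (0.04, adjusted p 0.746) and rose by 0.97 on Day 7. The noncoding genes LINC01013 and LINC02154 rose by 0.81 and 2.62 on Day 3 and by 2.39 and 5.92 on Day 7, whereas LINC01235 fell (−1.38 and −1.27). CTGF lies within the bounds of LINC01013 on the opposite strand, and how reads on such overlaps were assigned is not given in the sources used here. RUNX1 rose by 1.13 and 1.25, TRIO by 1.12 and 1.08, FNDC3B by 1.10 and 1.52, and PVT1 by 0.59 and 0.35. The Day 7 change of PVT1 was not called without control replicate 2 (0.28) or with equal numbers of cells (0.26). EXT1 and PDE4D were not called on Day 3 (0.09 and 0.07) and rose by 0.55 and 0.49 on Day 7. THBS1 fell by 0.28 on Day 3 (adjusted p 0.0191) and by 0.29 on Day 7 (adjusted p 0.0127). Its Day 3 change was not called without control replicate 1 (−0.24), control replicate 2 (−0.32) or Day 3 replicate 2 (−0.21), nor its Day 7 change without control replicate 1 (−0.25) or Day 7 replicate 2 (−0.22), or in thinned cells (−0.23). VWF was not called on either day (−0.07, adjusted p 0.587, and −0.13, adjusted p 0.281).

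The largest changes were taken among called genes with a mean of at least 20 CPM and no overlap between the libraries of the groups. On Day 3 the largest rises in log2 were those of CSF2 (10.35), CCL20 (10.18), CD69 (9.14), LTB (8.16) and CXCL8 (7.91). The largest falls were those of CDC20 (−5.10), MKI67 (−4.72), TK1 (−4.65), BIRC5 (−4.39) and UBE2C (−3.99), genes of cell division. On Day 7 CXCL6 (10.02), CCL20 (9.75), CD69 (9.16), CSF2 (8.85) and C15orf48 (8.57) rose most, and CDC20 (−4.22), SOX18 (−4.21), MKI67 (−4.07), DUSP4 (−4.05) and BIRC5 (−3.81) fell most. The sizes of several rises are imprecise, since the control libraries held 3 and 1 UMIs of CSF2, 3 and 1 of CCL20, 1 and 3 of CD69, and 4 and 3 of CXCL6. Between Day 7 and Day 3 the largest rises were FST (4.54), TAGLN (4.22), IFI44L (3.98), MX1 (3.76) and IFI6 (3.46), and the largest falls were STC1 (−2.98), GMFG (−2.88), NR2F1-AS1 (−2.30), CLDN5 (−2.03) and HMOX1 (−1.70). NR2F1-AS1 is an antisense gene, and strand use in counting is not given in the sources used here.

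Lists of genes, written from general knowledge of ECs, were tested with camera as sets, each on 3 comparisons. The TNF response list (22 genes) had a median log2 change of 5.75 on Day 3 (adjusted p 3.88e-19) and 5.53 on Day 7 (adjusted p 4.41e-16). As a set it was not called between the days (median −0.02, mean 0.06, adjusted p 0.781), where median and mean differed in sign and fry placed it upward. The median was −0.04 without either Day 3 library and −0.11 without Day 7 replicate 1. Its members went both ways, with 7 called higher and 9 lower on Day 7 than on Day 3. The interferon response list (22 genes) had medians of 1.83 (adjusted p 1.32e-10) and 4.40 (adjusted p 3.24e-14), and rose between the days by a median of 2.67 (adjusted p 5.02e-20), with 22 of its 22 genes called higher on Day 7 than on Day 3. The matrix list (20 of 22 genes tested) was not called on Day 3 (median 0.20, mean −0.17, adjusted p 0.442; median 0.105 without Day 3 replicate 1) and was higher on Day 7 (0.60, adjusted p 0.00173) and between the days (0.25, adjusted p 1.25e-05). The endothelial identity list (20 genes) was lower on Day 3 (−0.48, adjusted p 0.00191), on Day 7 (−0.71, adjusted p 3.85e-05) and between the days (−0.27, adjusted p 0.00107). The mesenchymal list (13 of 18 genes tested) was not called on Day 3 (median 0.15, mean −0.35, adjusted p 0.805), where the median was 0.05 without control replicate 1, 0.02 without Day 3 replicate 1 and 0.24 without Day 3 replicate 2, and was higher on Day 7 (0.54, adjusted p 0.0175) and between the days (0.36, adjusted p 0.00231), where the median was 0.55 without Day 3 replicate 2. The cell cycle list (22 genes) was lower on Day 3 (−2.97, adjusted p 1.75e-16) and on Day 7 (−2.70, adjusted p 4.55e-13), and higher on Day 7 than on Day 3 (0.36, adjusted p 0.00153). On each day 22 of its 22 genes were called lower than in control. The mitochondrial list (13 genes) was not called on Day 3 (0.18, adjusted p 0.488) or on Day 7 (−0.06, adjusted p 0.695). Its Day 3 median was 0.32 without control replicate 1 and 0.06 without control replicate 2. Its Day 7 median changed sign without control replicate 1 (0.13) and without Day 7 replicate 1 (0.09), and in thinned cells (0.04), and was −0.21 without control replicate 2 and −0.16 without Day 7 replicate 2. Its difference between the days was not called either (−0.18, adjusted p 0.0824), but was called without control replicate 1 (adjusted p 0.0432), control replicate 2 (adjusted p 0.0427) or Day 7 replicate 2 (adjusted p 0.0128), within a range of 0.0128 to 0.781 over the alternatives. That median was −0.08 without Day 7 replicate 1 and −0.28 without Day 7 replicate 2.

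Of the 21 tests of lists, 15 were called by camera with its preset correlation of 0.01, and fry made the same calls. With the correlation estimated from the data camera called 0 of them, at a lowest adjusted p of 0.0973. An unadjusted p under 0.05 remained there for the TNF response list on Day 3 (0.00699) and Day 7 (0.00927), the cell cycle list on Day 3 (0.0234) and Day 7 (0.0333), and the interferon response list on Day 7 (0.0469) and between the days (0.0282). Of the list genes, 3 were at 0 UMIs in both libraries of a group, so that their fitted changes depend on the prior count. COL3A1 had none on Day 3, CX3CL1 and RSAD2 none in control. With each of them set against a floor of 3 counts over the group, the medians of the lists were as given, and the Day 3 means of the matrix and mesenchymal lists were 0.01 and −0.08.

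**Figure D2:**
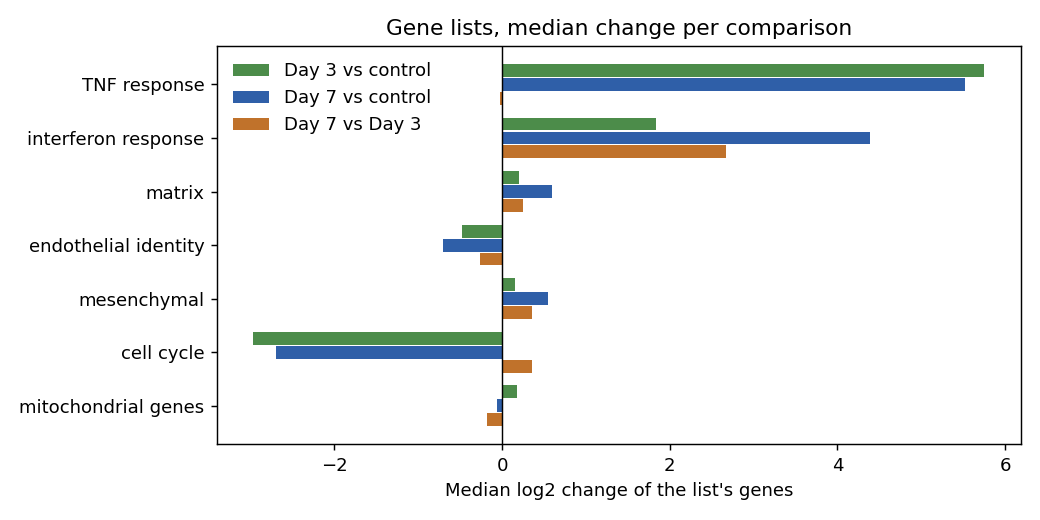
Median log2 change of the tested genes of each list (bars from 0) for Day 3 against control, Day 7 against control, and Day 7 against Day 3. The interferon response bar stands at 1.83 on Day 3 and 4.40 on Day 7, and the cell cycle bars at −2.97 and −2.70.

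The study selected genes by an effect size over cells, and that part of its rule was applied without a p-value. A natural-log difference of 0.25 or more, in genes with a UMI in at least 10% of the cells of either group, was met by 458 of 4279 genes on Day 3 (211 higher, 247 lower) and by 827 of 4900 on Day 7 (525 higher, 302 lower). Both days shared 355 genes in the same direction, 181 higher and 174 lower. The alternative that moved these counts most, an effect of 0.5, left 121, 248 and 94 genes. Of the 458 and 827 genes, 457 and 824 were also called in the same direction by edgeR between libraries, and 1 and 3 were not called.

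The next question was how many cells carried a gene. A deeper cell shows more genes, so every cell was thinned to 900 UMIs, which left 57330 cells, and shares are mean ± SD over 2 libraries. With 2 libraries against 2 the exact two-sided permutation test has 6 splits and cannot give a p below 0.333. In the family of 15 tests, 13 had that exact p (adjusted exact p 0.385), each with no overlap between the libraries compared. ICAM1 was found in 0.489% ± 0.0215 of control cells, 31.6% ± 3.56 of Day 3 cells and 48.4% ± 0.0184 of Day 7 cells. The setting that moved its share most in points was the use of all UMIs, where the Day 3 libraries differed in depth and gave 75.1% ± 18.8, while the largest ratio came from asking for at least 2 UMIs, which left 6.80% on Day 3. FN1 was found in 16.3% ± 0.572, 36.2% ± 2.29 and 70.2% ± 1.21 of cells. NOS3 fell from 2.59% ± 0.1 to 0.429% ± 0.115 on Day 3 and 0.413% ± 0.071 on Day 7, and the days overlapped (exact p 1). They did not overlap with deeper thinning (1.03% and 0.677%) or with all barcodes (0.541% and 0.316%). The setting with all barcodes was a new random draw. In Day 7 replicate 1 it held 24 cells with NOS3 among 7891, against 36 among 7780, although cells were only added. Moves under that setting therefore mix the draw with the cell filter. LINC00607 was found in 1.04% ± 0.104 of control, 1.49% ± 0.345 of Day 3 and 5.57% ± 0.153 of Day 7 cells. In this draw its Day 3 difference of 0.459 ± 0.36 points rested more on Day 3 replicate 1. It was 0.215 points without that library, against 0.703 points without Day 3 replicate 2. In the new draw with all barcodes the Day 3 libraries were alike (1.436% and 1.386%), and the difference was 0.3825 points. ACTA2 was found in 0.0624% ± 0.0344 of control, 0.257% ± 0.0295 of Day 3 and 0.271% ± 0.00128 of Day 7 cells, and the days overlapped (exact p 1). They did not overlap with all barcodes (0.0788 points higher on Day 7) or without the highest Scrublet scores (0.0415 points higher). Pooled over all kept cells with all their UMIs, the shares in control, Day 3 and Day 7 were 1.46%, 68.3% and 88.5% for ICAM1, 35.8%, 73.4% and 94.7% for FN1, and 0.226%, 0.923% and 1.37% for ACTA2. They were 7.31%, 1.96% and 1.65% for NOS3, and 2.75%, 6.10% and 21.2% for LINC00607. The pooled Day 3 values mix libraries of unlike depth. In Day 3 replicates 1 and 2 the shares were 88.4% and 61.8% for ICAM1, and 89.5% and 68.2% for FN1. For ACTA2 they were 1.61% and 0.701%, with both Day 7 libraries (1.32% and 1.43%) between them. For NOS3 they were 3.49% and 1.46%, and for LINC00607 11.1% and 4.48%.

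Free RNA in a droplet can give a UMI in a cell that does not express the gene. The labels name no other cell type in which to measure this. Markers of other cell types were counted in the same thinned cells, which shows only whether such cells are present. A gene that no cell of the culture expresses leaves no free RNA. Low counts of these markers therefore set no limit on free RNA from the ECs themselves. PTPRC, CD3E, HBB, HBA1, CDH1 and DCN were found in 0 of 57330 cells, which allows a share with a UMI of up to 0.00523%. LYZ was found in 0.00523% of cells, CD79A in 0.0314%, EPCAM in 0.0593%, COL1A1 in 0.00349%, COL1A2 in 0.00872%, COL3A1 and LUM in 0.0122% each and PDGFRB in 0.00174%. PDGFRA was found in 0.129%, at 0.343% in Day 3 replicate 2 and at 0.0381% to 0.116% in the other 5 libraries. The thinned ACTA2 share of 0.236% to 0.278% in the treated libraries lay below the former and above the latter. Among the epithelial markers KRT8 was found in 4.68% and KRT18 in 18.8% of cells. The endothelial markers were found in 19.5% of cells for PECAM1, 14.4% for CDH5, 19.4% for VWF, 7.10% for ERG, 16.5% for ESAM, 36.7% for EGFL7, 3.84% for KDR and 10.7% for TIE1, at 900 UMIs per cell.

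**Figure D3:**
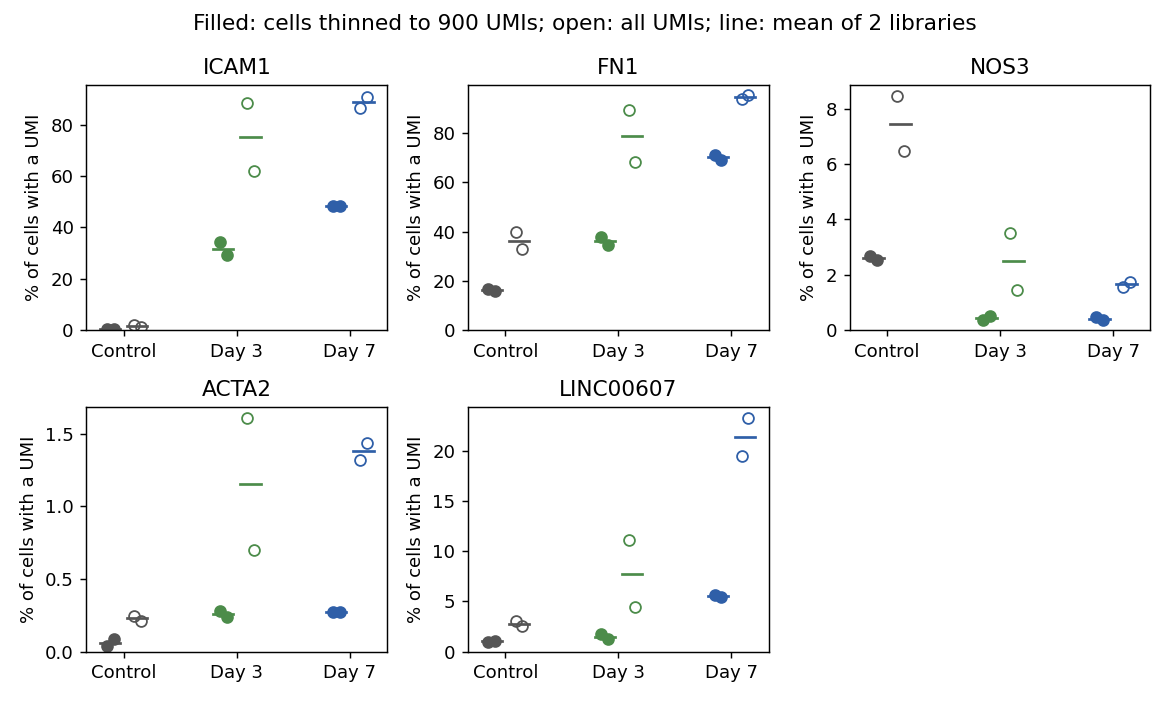
Percent of cells with a UMI of 5 genes in each library, with filled points for cells thinned to 900 UMIs, open points for all UMIs and a line at the mean of 2 libraries. ICAM1 in thinned cells rises from 0.489% to 31.6% and 48.4%, and the open points of the Day 3 libraries lie far apart.

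Cells were also asked for their nearest neighbours, as the study had examined how far the groups separated. Of the 30 nearest neighbours of a cell in 20 principal components, 59.2% came from its own library, 37.0% from the other library of its group and 3.8% from other groups, where equal mixing would give 16.7% for the own library and 66.7% for other groups. The alternative that moved the last value most used 50 components and gave 5.75%. The mean of the first component was −5.63 and −5.58 in the control libraries, 2.01 and 1.32 on Day 3, and 4.04 and 3.84 on Day 7, with SDs over cells of 3.49, 3.26, 1.73, 1.43, 2.24 and 2.20. The first component held 4.27% of the variance and the second 2.12%.

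The few cells with ACTA2 were asked for endothelial transcripts. In thinned cells, ACTA2 was found in 4 and 13 control cells, 12 and 31 Day 3 cells, and 21 and 18 Day 7 cells. The number of endothelial markers found in a cell, out of 6, was compared between cells with and without ACTA2 of the same library. The difference was −0.0488 and −0.0577 (SE 0.247 and 0.191) in the Day 3 libraries and 0.0296 and 0.277 (SE 0.218 and 0.198) in the Day 7 libraries. The mean of the 4 treated libraries was 0.05, within these errors. For endothelial markers in ACTA2-positive cells the mean changed sign without Day 7 replicate 2 (−0.0256), and was 0.0829 without Day 3 replicate 1 and 0.0859 without Day 3 replicate 2. With all UMIs the mean was 0.444.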

Values the study reported

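The study reported 457 differentially expressed genes between Day 0 and Day 3 and 826 between Day 0 and Day 7, from a Wilcoxon test over cells, of which 181 were consistently upregulated and 173 consistently downregulated. It stated that ICAM1 was detected in under 2% of control ECs, in 68% at Day 3 and in 89% at Day 7, that FN1 was found in 36%, 73% and 95% of ECs at these time points, and that ACTA2 rose from 0.2% of control ECs to 1.4% after 7 days. Its filter on cells kept 59,605 of 60,841 cells.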

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

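Several tests of explanations were chosen only after the result was seen. They were those of depth per cell for the genes and lists that differ between the days, and of single libraries for those genes. The others were those of abundant genes for TAGLN, COL8A1 and FST, of the spread of interferon response UMIs over cells, and of time in culture for the cell cycle genes. For the named genes, the fits to thinned cells and without a library were planned as alternatives, and only their use as tests of an explanation came later.

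Each result here is a change from control that differed between H + T Day 7 and H + T Day 3 by the edgeR or camera test of that difference. Of 51 named genes, 39 were called, 27 of them higher and 12 lower on Day 7. The log2 differences, Day 7 minus Day 3, were 0.65 for ICAM1, 1.40 for FN1, −0.51 for NOS3, 1.72 for LINC00607, 0.89 for COL5A1, 1.43 for COL5A2, 4.03 for COL8A1, −0.41 for TGFB1, 3.15 for TGFB2, −0.41 for SMAD3, 0.92 for CTGF, 1.58 for LINC01013, 3.30 for LINC02154, 0.42 for FNDC3B, 0.46 for EXT1 and 0.42 for PDE4D. Among the genes with the largest changes they were −1.50 for CSF2, −0.43 for CCL20, 0.29 for LTB, 0.59 for CXCL8, 2.19 for CXCL6, 1.97 for C15orf48, 0.88 for CDC20, 0.65 for MKI67, 0.94 for TK1, 0.58 for BIRC5, 0.61 for UBE2C, −1.63 for SOX18 and −1.57 for DUSP4. They were 4.54 for FST, 4.22 for TAGLN, 3.98 for IFI44L, 3.76 for MX1, 3.46 for IFI6, −2.98 for STC1, −2.88 for GMFG, −2.30 for NR2F1-AS1, −2.03 for CLDN5 and −1.70 for HMOX1. Genes in the last group were selected for this difference, which makes their sizes too large on average.

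Depth per cell is a candidate explanation that applies here, because the median UMIs per cell differed between the Day 3 libraries and from Day 7. When every cell was thinned to 900 UMIs before summing, 33 of the 39 genes kept sign and call. The sums are scaled to the total of a library, so that depth per cell acts mainly by giving deeper cells more weight. Thinning gives all cells the same weight, so the kept calls argue only against that weight as the cause for the 33. Other effects of depth per cell were not tested. Of the other 6, NOS3 (−0.32), PDE4D (0.26), MKI67 (0.14) and TK1 (0.45) had smaller differences when thinned, while BIRC5 (0.61) and UBE2C (0.61) did not. The median ratio of the thinned to the full difference over the 6 was 0.6274. With SEs of 0.171 to 0.337 in thinned cells, the weight of deeper cells and the loss of counts cannot be told apart for them. CDC20 was not called with DESeq2 (0.87), nor were CCL20 (−0.43) and LTB (0.29) with only the 2 groups compared. A single library was the other candidate. In the 6 fits with a library left out, 34 of the 39 genes kept sign and call in every fit. NOS3 lost its call without Day 3 replicate 2 (−0.45), CDC20 without Day 3 replicate 2 (0.51) or Day 7 replicate 1 (0.53), and UBE2C without Day 3 replicate 2 (0.38). CCL20 lost it without control replicate 1 (−0.43), control replicate 2 (−0.43), Day 3 replicate 1 (−0.30) or Day 7 replicate 2 (−0.20), and was −0.71 without Day 7 replicate 1. LTB lost it without control replicate 1 (0.29), control replicate 2 (0.29), Day 3 replicate 1 (0.34), Day 3 replicate 2 (0.24) or Day 7 replicate 1 (0.20). In these fits the remaining library of the group is assumed to vary like those of the other groups. The longer treatment that the design names, and the longer culture that goes with it, stay open for all 39 genes, as untested.

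TAGLN, COL8A1 and FST went in opposite directions on the 2 days. Against control, the log2 change was −1.05 on Day 3 and 3.17 on Day 7 for TAGLN, −1.71 and 2.32 for COL8A1, and −1.63 and 2.91 for FST. If abundant genes took another share of the counts, they could shift all other genes against the total of a library. The share of UMIs outside the ribosomal protein, mitochondrial and 50 most abundant genes of a library was 56.5% and 57.6% in control, 57.1% and 55.9% on Day 3, and 64.3% and 63.0% on Day 7. In log2 it changed from control by −0.0135 ± 0.0292 on Day 3 and by 0.1571 ± 0.0287 (SD) on Day 7, far less than the 6 changes of these genes, which argues against abundant genes as their source. A change in the total RNA of a cell does not show in such shares and was not tested. The day of treatment and the time in culture, which the same libraries carry, stay open. Other named genes were called in the reverse order, higher than control on Day 3 and lower on Day 7. They were STC1 (0.38 and −2.60), GMFG (0.56 and −2.32), CLDN5 (0.28 and −1.75) and HMOX1 (0.42 and −1.28). The Day 3 rise of CLDN5 was not called without control replicate 1 (0.28), control replicate 2 (0.28) or Day 3 replicate 1 (0.25). That of STC1 was not called without control replicate 2 (0.31). Abundant genes were not tested as a source for them.

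The interferon response list rose by a median log2 of 2.67 from Day 3 to Day 7. A small number of strongly responding cells could give such a rise. Free RNA from such cells would leave UMIs in the others, so that the share of cells with a UMI cannot settle this. In thinned cells of the Day 7 libraries the median cell held 11 and 10 UMIs of the list against means of 11.7 and 10.6, a ratio of 0.944 and 0.9409, and the top 10% of cells held 17.8% and 18.8% of these UMIs. Without IFI27, the most abundant gene of the list, the ratios were 1.02 in both libraries. A few cells as the source would leave the median cell with free RNA alone, far below the mean unless free RNA made up most of the UMIs of a cell, and the values argue against it with that limit. At least 3 genes of the list were found in 72.3% and 67.0% of cells in the Day 7 libraries, 5.14% and 4.44% on Day 3, and 0.171% and 0.461% in control. Of the interferon genes, only IFNB1, IFNL1, IFNG and IFNA1 were examined, with 0 UMIs of each among 64056509 Day 7 UMIs, which allows up to 0.0468 per 1000000, and 3 UMIs of IFNB1 on Day 3. Whether a short pulse of interferon before harvest, a factor in the medium or another pathway lies behind the rise was not tested.

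The matrix list differed between the days by a median log2 of 0.25, the endothelial identity list by −0.27, the mesenchymal list by 0.36 (0.55 without Day 3 replicate 2) and the cell cycle list by 0.36. These differences held under fry and in each fit with a library left out. Depth per cell is a candidate explanation, and in thinned cells 5 of the 5 lists called between the days kept direction and call. As for the genes, that argues only against the larger weight of deeper cells as the cause of the calls. The medians there were 2.78 for the interferon response, 0.27 for the matrix, −0.21 for the endothelial identity, 0.19 for the mesenchymal (12 genes tested) and 0.37 for the cell cycle list (3 genes called higher and 1 lower), and the mesenchymal median was 0.526 times that with all UMIs. None of the 4 differences named first was called when camera estimated the correlation between genes, where unadjusted p-values under 0.05 were left for 6 of the 21 list tests, none of these 4 among them. The cell cycle list fell against control by a median of −2.97 on Day 3, and time in culture or a higher cell density could cause such a fall without the treatment. No mannitol culture of 3 or 7 days is among the libraries and the culture time of the control cells is not given, so that treatment and time in culture cannot be told apart for this list.

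LINC00607 and FN1 lie 175.5 kb apart on chromosome 2 and both rose more by Day 7 than by Day 3. A rise of the whole region is a candidate explanation. Of the 7 other genes tested within 500 kb of LINC00607, 3 were higher on Day 7 than in control (AC122136.1 by a log2 of 3.01 at a mean of only 0.198 CPM, MREG by 0.82 and MARCH4 by 1.55) and 4 were lower (ATIC −1.09, PECR −1.45, XRCC5 −0.97 and LINC01963 −1.36), which argues against it. MREG and PECR overlap, so that their reads may be shared. The other candidate is that both genes rise in the same cells. In thinned cells, stratified by UMIs per cell, the odds ratio of finding them together was 1.05 (95% interval 0.848 to 1.30) and 1.25 (0.980 to 1.59) in the Day 7 libraries, with a geometric mean of 1.145. Both intervals hold 1, which was set down in advance as counting against this explanation. Other results keep it open. In thinned cells the interval lay above 1 in 3 libraries, control replicate 1 (2.11), Day 3 replicate 1 (2.30) and Day 3 replicate 2 (1.39), and with all UMIs, a setting looked at afterwards, the ratio was 1.40 to 3.12 and above 1 in 6 of 6 libraries. Strata of UMIs may leave some depth within them, so with all UMIs shared cells and depth cannot be told apart for this pair. Thinned cells all hold the same number of UMIs. Unequal depth of detection therefore cannot give the thinned ratios of the 3 libraries with an interval above 1. None of these is a Day 7 library, so whether both genes rise in the same cells by Day 7 stays open.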

How the results depend on the processing

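Of the alternatives counted here, the one that left out the cells with the highest Scrublet scores, and thinned cells for the lists, were chosen after seeing the data. Over the named genes and 3 contrasts, 2601 values were computed under the alternatives for 153 log2 changes. Of these, 2561 kept direction and call, 35 lost the call (15 changes), 5 gained it (3 changes) and 0 reversed. The test for over 1.5-fold is not among these, and of the 135 called changes of the named genes it called 105 and did not call 30. For the lists, 213 of 231 values were unchanged in call. For shares of cells 85 of 120 values stayed within 1 SD of the value reported and 35 moved, and for the other results 115 of 127 stayed and 12 moved, none of them with a change of sign in a called value.

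The counts of called genes stayed within 1.5 times under median-ratio size factors, no filter on low counts, fits with only the groups compared, all barcodes, either handling of doublets, equal numbers of cells, and mitochondrial and ribosomal protein genes left out. A test for over 1.5-fold left 2090 genes on Day 3, 3309 on Day 7, 715 between the days and 1728 the same way on both days, because that test asks for more. Between the days DESeq2 called 2581 genes, where the cause was not tested, and thinned cells gave 2026, where fewer UMIs were left by construction. Leaving out each library in turn gave 5076 to 7908 genes on Day 3, 7048 to 8715 on Day 7, 2561 to 4482 between the days and 4224 to 6170 the same way on both days. The lowest count between the days, 2561, was reached without Day 3 replicate 1, the library with the most UMIs per cell, and the cause was not tested.

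The replicate numbers were not shown to pair the libraries. Deviations from the group means of libraries with the same number correlated across genes with r = 0.217 for control and Day 3, −0.151 for control and Day 7, and 0.655 for Day 3 and Day 7. With the number as a block, 7296, 8942 and 4390 genes were called and 6017 the same way on both days. Differences between the days of CDH5 (−0.26) and COL4A1 (0.20) were called under the block, and no list changed its call.

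The 15 called list tests came to 0 when camera estimated the correlation between genes, with adjusted p-values of 0.0973 to 0.423 for them; the cause was not tested, although the correlation assumed is what that setting changes. An effect of 0.5 in place of 0.25 left 121, 248 and 94 genes on Day 3, on Day 7 and on both, since it asks for more.

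Shares depend on depth by construction, since a cell with more UMIs shows more genes. The difference from control in ICAM1 was 73.6, 52.4 and 6.80 points on Day 3 with no thinning, with deeper thinning and with at least 2 UMIs asked of a cell, and 87.2, 72.8 and 17.0 points on Day 7. On Day 7 it was 47.3 points with all barcodes and 48.0 points without the highest Scrublet scores, small moves that exceed a very small SD. The setting with all barcodes was also a new random draw, so its moves are not shown to come from the cell filter. The difference in FN1 was 42.6, 27.8 and 8.32 points on Day 3 and 58.5, 58.2 and 38.8 points on Day 7 in the same order. That in ACTA2 was 0.925, 0.390 and 0 points on Day 3 and 1.15, 0.418 and 0 points on Day 7, and 0.143 points on Day 3 with all barcodes. The 0 there was 0 cells with 2 UMIs among the thinned cells. With all UMIs such cells were rare too. Control replicates 1 and 2 and Day 3 replicate 2 had 28, 33 and 94 UMIs of ACTA2 in as many cells. Day 3 replicate 1 had 76 in 70 cells, and the Day 7 libraries had 109 in 107 and 99 in 97. Depth was therefore not shown to be the cause.

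The difference in endothelial markers of ACTA2-positive cells was 0.444 with no thinning, where cells with ACTA2 were also the deeper ones.

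Depth sets further limits. With 28 to 109 UMIs of ACTA2 per library, its difference of 0.30 ± 0.154 between Day 3 and Day 7 was not called. The share of PDGFRA, listed as a marker of fibroblasts or smooth muscle, was 0.343% in Day 3 replicate 2 and at most 0.116% in the other libraries. A limit on shares drawn from it would rest on 1 library, and it would not measure free RNA of ACTA2.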

Other observations

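The tests of depth behind the ribosomal share and behind the neighbours of Day 3 replicate 1, of translation factors, and of a shared cell pool were chosen only after the result was seen.

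The share of thinned cells with ICAM1 was 31.6% on Day 3 and 48.4% on Day 7, that with FN1 was 16.3% in control and 36.2% on Day 3, and that with ACTA2 was 0.0624% in control and 0.271% on Day 7. Each is lower than the value quoted from the study above. Thinning lowers a share by construction. Pooled over all kept cells with all their UMIs, the shares in the same order were 68.3% and 88.5% for ICAM1, 35.8% and 73.4% for FN1, and 0.226% and 1.37% for ACTA2, each within 1.5 times of the value quoted above. The genes called between libraries numbered 6962 on Day 3 and 8680 on Day 7, with 2877 higher and 2863 lower on both. These are higher than the values quoted from the study above, which came from another test with a limit on effect size. By the effect size over cells alone, 458 genes passed on Day 3 and 827 on Day 7, with 181 higher and 174 lower on both, each within 1.5 times of the value quoted above.

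ACTA2 was found in a few treated cells. Cells of another type are a candidate explanation, and would lack endothelial transcripts. Over the 4 treated libraries, cells with ACTA2 had 0.05001 more of 6 endothelial markers on average than cells without it, which argues against it. This difference in endothelial markers in ACTA2-positive cells was −0.0256 without Day 7 replicate 2, 0.0829 without Day 3 replicate 1 and 0.0859 without Day 3 replicate 2, each far from the loss of a marker. Doublets or deeper cells are another. The median ratio of UMIs per cell, with ACTA2 to without, was 1.11, under the 1.5 set down in advance for them. It was 1.69 in Day 3 replicate 1, with 12 such cells, and 1.09, 1.13 and 1.07 in the other treated libraries. With all UMIs it was 1.12 to 1.24 in the treated libraries, below that limit in each. These values argue against doublets or deeper cells as the main source. Yet the ratio was above 1 in 4 of 4 treated libraries, so that a smaller part from them stays open. Free RNA would also leave endothelial transcripts in place. The ACTA2 share was 0.270% and 0.272% on Day 7, where PDGFRA was found in 0.116% and 0.106%, and 0.278% and 0.236% on Day 3, where PDGFRA was found in 0.0695% and 0.343%. As free RNA differs between genes and empty droplets were not used, it stays open.

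Genes of the TNF response list were present at a low level in control cells. Index swapping between libraries sequenced together might bring them there, and would act most in control cells whose barcode also occurs in a treated library. The 1153 such cells had 0.226 UMIs of the list per cell and the 24336 others 0.253, a ratio of 0.8903, and they had no more in either control library. ICAM1 was found in 0.434% of the former and 0.489% of the latter, higher in control replicate 1 (0.897% against 0.487%) and lower in control replicate 2 (0.141% against 0.490%). The list speaks against swapping as the source. Over the 15 pairs of libraries 2002 barcodes were shared, against 2028 expected by chance if the barcode list has the size recalled for v2 chemistry, which was not checked against a file, and another chemistry would change the number expected. Free RNA and low expression in control ECs stay open.

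Ribosomal protein genes took 23.7% and 25.2% of the UMIs of a median cell on Day 3 and 14.6% and 15.6% on Day 7. Depth per cell could move such a share. The Day 3 libraries, whose depth per cell differed most, differed by 1.51 points, far less than the days did, which argues against depth. Of 83 ribosomal protein genes tested, 79 were called lower on Day 7 than on Day 3 and 0 higher, with a median log2 of −0.91. The fall was not restricted to them. A list of 15 translation factors and other genes of the translation machinery, whose values had not been seen when they were listed, had a median of −0.89 and fell below each of 10000 random lists of like expression (median −0.02), with 15 of 15 called lower. That argues against a loss of ribosomal protein transcripts alone. These data may reflect a lower expression of the translation machinery by Day 7, as a hypothesis found and tested on the same data. The time in culture stays open.

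Many genes were called with only 2 libraries per group. Libraries of a group that share a cell pool might vary less than independent cultures. The biological coefficient of variation was 6.85%, but no library of a pool known to be independent is there to compare it with, so shared pools and a uniform response cannot be told apart. If pools were shared, the number of called genes would be too high for a comparison across donors.

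Cells of Day 3 replicate 1 had 75.9% of their neighbours in their own library, against 49.0% to 63.4% in the other libraries. Depth is a candidate explanation, since this library had the most UMIs per cell. After thinning the share fell to 48.2%, within the 47.8% to 55.2% of the others, in line with depth as the source in this test.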
